# Quercetin improves epithelial regeneration from airway basal cells of COPD patients

**DOI:** 10.1186/s12931-024-02742-0

**Published:** 2024-03-11

**Authors:** Elizabeth S. McCluskey, Nathan Liu, Abhimaneu Pandey, Nathaniel Marchetti, Steven G. Kelsen, Umadevi S. Sajjan

**Keywords:** HOXB2, ELF3, Goblet cell metaplasia, Chronic obstructive pulmonary disease

## Abstract

**Background:**

Airway basal cells (BC) from patients with chronic obstructive pulmonary disease (COPD) regenerate abnormal airway epithelium and this was associated with reduced expression of several genes involved in epithelial repair. Quercetin reduces airway epithelial remodeling and inflammation in COPD models, therefore we examined whether quercetin promotes normal epithelial regeneration from COPD BC by altering gene expression.

**Methods:**

COPD BC treated with DMSO or 1 µM quercetin for three days were cultured at air/liquid interface (ALI) for up to 4 weeks. BC from healthy donors cultured at ALI were used as controls. Polarization of cells was determined at 8 days of ALI. The cell types and IL-8 expression in differentiated cell cultures were quantified by flow cytometry and ELISA respectively. Microarray analysis was conducted on DMSO or 1 µM quercetin-treated COPD BC for 3 days to identify differentially regulated genes (DEG). Bronchial brushings obtained from COPD patients with similar age and disease status treated with either placebo (4 subjects) or 2000 mg/day quercetin (7 subjects) for 6 months were used to confirm the effects of quercetin on gene expression.

**Results:**

Compared to placebo-, quercetin-treated COPD BC showed significantly increased transepithelial resistance, more ciliated cells, fewer goblet cells, and lower IL-8. Quercetin upregulated genes associated with tissue and epithelial development and differentiation in COPD BC. COPD patients treated with quercetin, but not placebo showed increased expression of two developmental genes HOXB2 and ELF3, which were also increased in quercetin-treated COPD BC with FDR < 0.001. Active smokers showed increased mRNA expression of TGF-β (0.067) and IL-8 (22.0), which was reduced by 3.6 and 4.14 fold respectively after quercetin treatment.

**Conclusions:**

These results indicate that quercetin may improve airway epithelial regeneration by increasing the expression of genes involved in epithelial development/differentiation in COPD.

**Trial registration:**

This study was registered at ClinicalTrials.gov on 6-18-2019. The study number is NCT03989271.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-024-02742-0.

## Introduction

Epithelium lining the conductive airways protects the lungs from environmental pollutants and pathogens through mucociliary escalator function and mounting appropriate innate immune responses [1, 2]. Chronic inflammation caused by persistent exposure to environmental insults such as cigarette smoke or other noxious agents may lead to airway epithelial remodeling [3–5], which can affect innate immune protective mechanisms [6]. In patients with chronic obstructive pulmonary disease (COPD), airway epithelium often shows basal cell hyperplasia, squamous metaplasia and goblet cell metaplasia and such structural changes affects innate immune responses [7]. Previously, we have shown that in a mouse model of COPD, airway epithelium shows goblet cell metaplasia, which is reduced by oral treatment with quercetin [8, 9].

Airway basal cells (BC) of the tracheobronchial tree are specialized tissue-specific stem cells and generate all cell types of the airway epithelium during turnover or repair [7, 10, 11]. Interestingly, epithelium regenerated from BC isolated from COPD patients shows goblet cell hyperplasia resembling airway epithelium in COPD patients [12–15]. These observations indicate that COPD BC may have defects in the repair and regeneration program. Consistent with this, recently we showed that compared to healthy non-smokers, BC from COPD patients show attenuated expression of some transcription factors involved in tissue development and differentiation, which include homeobox (HOX)A1, HOXB2, E74-like ETS transcription factor (ELF3), ELF5 and vestigial like family member (VGLL)1 [16]. The observed differential expression may be due to acquired epigenetic changes, which may occur as a result of chronic exposure of BC to inflammatory environment induced by cigarette smoke or other noxious gases. Since quercetin reduces airway epithelial remodeling including goblet cell metaplasia in a mouse model of COPD [8, 9], we examined whether quercetin improves airway epithelial regeneration from COPD BC in vitro by altering the expression of genes involved in tissue development and differentiation.

Quercetin (3,3’,4’,5,7-pentahydroxyflavone) is a dietary flavonoid found in many plants [17]. At the molecular level, quercetin scavenges reactive oxidant species, thus acting as antioxidant [18], inhibits various kinases exerting anti-inflammatory effects [19], protects cells from oxidative stress-induced DNA damage [20] and regulates epigenetic changes by modulating DNA methyltransferases, histone deacetylases and long non-coding RNAs [21, 22]. Recently, quercetin was also demonstrated to promote osteogenic differentiation of bone marrow mesenchymal stem cells and epidermal stem cell proliferation by modulating Wnt/β-catenin signaling [23, 24]. BC from COPD smokers which have impaired capacity to regenerate mucociliary-differentiated airway epithelium in vitro showed hypermethylation of 75 probe sets and hypomethylation of 202 probe sets. Ingenuity pathway analysis of 75 hypermethylated genes indicated enrichment in cellular growth and proliferation [25]. Given the capacity of quercetin to reduce airway remodeling in COPD mouse models [8, 9], promote cellular proliferation and differentiation [23, 24], and modulate epigenetic changes [21, 22], we postulated that quercetin may improve regeneration of airway epithelium from BC by modulating the genes involved in epithelial cell proliferation and differentiation.

In this study we examined whether quercetin promotes normal regeneration of airway epithelium from COPD BC. Secondly, we also examined whether quercetin-induced changes are associated with modulation of gene expression. Our study demonstrates that treatment with quercetin for 3 days enhances the expression of various developmental genes in COPD BC and promotes polarization and differentiation of COPD BC towards ciliated cells. Interestingly, we also demonstrate that bronchial brushings from COPD patients treated with quercetin for 6 months show increased expression of two developmental genes, HOXB2 and ELF3 which may play a role in the polarization and differentiation of airway epithelial cells.

## Methods

### Quercetin

For cell culture studies, quercetin was kindly provided by Quercegen Pharmaceuticals (Sudbury, MA). HPLC analysis indicated that quercetin was 99% pure. 100mM quercetin was prepared in sterile DMSO and stored in aliquots at -80 °C for up to three days. Previous studies have demonstrated that quercetin dissolved in DMSO is stable for up to 2 weeks [26]. On the day of use quercetin was dilute to 1 µM in the cell culture medium, filter sterilized and used immediately. Similar volume of DMSO diluted in cell culture medium was used as a vehicle control.

For the clinical trial, quercetin and placebo formulations were purchased from Nutravail Technologies (Chantily, VA) as soft chews. Each quercetin chew contained 500 mg of quercetin, 350 mg of ascorbic acid and 10 mg of niacin. Each placebo chew had 350 mg of ascorbic acid and 10 mg of niacin.

### Isolation and culturing of airway epithelial cells

BC were isolated from bronchial segments of normal donor lungs and explanted lungs from COPD patients at the time of lung transplantation as described previously [12, 27]. The collection of the tissue was approved by the Institutional Review Board of University Michigan, Ann Arbor, MI (HUM00052806) and Temple University, Philadelphia, PA (4407). Patient characteristics are provided in Supplemental Table 1. The BC at passage one, were cultured in 6.5 mm collagen-coated transwells as described previously [27, 28]. In some experiments, 80–90% confluent COPD BC cultured in 6.5 mm transwells were treated with quercetin or equal volume of DMSO (vehicle) for three consecutive days from both apical and basolateral sides as indicated in the results section. The cells were then harvested for isolation of total RNA or cultured at air/liquid interface (ALI) for up to 4 weeks to promote polarization and mucociliary differentiation of cells.

### Collection of bronchial brushings from COPD patients

Clinical trial with quercetin in COPD patients was registered at Clinicaltrial.gov # NCT03989271. The clinical trial was conducted “in accordance with Declaration of Helsinki”. The patients provided consent to participate in the clinical trial and also for publishing the results obtained from the samples collected. The clinical trial with quercetin and collection of Bronchial brush cells were approved by Temple University Institutional Regulatory Board #25,738. All the patient data is deidentified. Patient characteristics are presented in Supplemental Table 2. In this clinical trial, patients were treated with a placebo or 2000 mg/day quercetin for 6 months. The study drug was dispensed once in three months (90 days) and the patients took 4 placebo or quercetin chews per day; 2 in the morning and 2 in the evening. Compliance was calculated by the following equation. %Compliance = 100 × (360-Number of chews returned)/360 (dispensed number of chews). Post-bronchodilator FEV1 was measured and bronchial brushings collected from 4 placebo and 7 quercetin-treated COPD patients at baseline and at the end of the treatment. The cells from the bronchial brushings were harvested by centrifugation, lysed in TRIZOL and stored at -80° C. The total RNA was isolated from all the samples at the same time. Blood was collected and analyzed for quercetin levels by reverse phase HPLC as described previously [29].

### Transepithelial resistance

Transepithelial resistance (TER) was measured using the EVOM voltmeter equipped with ENDOHM-6 EVOM electrode (World Precision Instruments, Sarasota, FL) as previously described and the TER was expressed as Ohms/cm^2^ [30, 31].

### Cytotoxicity assay

Cytotoxicity of quercetin in cell cultures was measured by determining the Lactose dehydrogenase (LDH) activity in the basal medium using CytoTox96 Non-radioactive cytotoxicity assay kit from Promega (Madison, WI).

### ELISA

After culturing the cells for 4 weeks at ALI, transwells were transferred to a new receiver plate containing fresh medium and incubated for 24 h. The basolateral medium was collected and IL-6 and IL-8 protein levels were measured by ELISA (R & D systems, Minneapolis, MN).

### Total RNA isolation

Total RNA was isolated from TRIZOL lysates of normal BC, DMSO and quercetin-treated COPD BC, and bronchial brushings using a Direct-zol™ miniprep kit (Zymo research, Irvine, CA). The integrity of total RNA was determined by Agilent 2100 bioanalyzer and the RNA integrity number was consistently > 7.

### Microarray processing

Biotinylated cDNAs synthesized from total RNA isolated from DMSO- or quercetin-treated COPD BC were subjected to microarray analysis using Human Gene 2.1 ST arrays. To identify statistically significant differential gene regulation (p-value of < 0.05 and up/down regulated by more than 2-fold), we performed pairwise comparison (DMSO versus quercetin) by the LIMMA methodology (Linear Models for Microarray Data) [32]. Normalized data and raw data are available in Gene Expression Omnibus (GEO) with accession number GSE253052.

### Gene Ontology

Gene Ontology (GO) and KEGG pathways were analyzed with WebGestalt (WEB-based GEne SeT AnaLysis Toolkit) [33] using the Benjamini-Hochberg correction for multiple testing (FDR 5%). For Gene Ontology, only Biological Process terms are discussed because Cellular Component and Molecular Function terms were less relevant.

### Flow cytometry

Mucociliary-differentiated cells were dissociated with accutase (Innovative cell technologies, San Diego, CA), cells were then incubated with Zombie-UV™ fixable dye (Biolegend, San Diego, CA), fixed with 4% paraformaldehyde, and then blocked/permeabilized by incubating in PBS containing 1% BSA and 0.5% saponin for 30 min. Cells were then incubated with normal mouse IgG (control), or antibodies to acetylated tubulin (cat#T7451, Sigma Aldrich, St. Louis, MO), Muc5AC (cat#ab24071TP63, Abcam, Cambridge, MA) or TP63 (Cat#ab32353, Abcam), and bound antibodies were detected by using FITC-labeled second antibodies as previously described [16]. The cells were then analyzed in FACS Caliber Flow cytometer (BD Biosciences, San Jose, CA), and data was analyzed by FlowJO version 10 (Tree Star, Ashland, OR). The Zombie-UV negative live single cells were gated on the basis of FITC positivity to quantify the cell types.

### Immunofluorescence microscopy

The cells growing at ALI were fixed and incubated with antibodies to occludin (Cat#sc-271,842, Santa Cruz Biotechnologies, Dallas, TX) and E-cadherin (Cat#EP700Y, Thermo Fisher Scientific, Waltham, MA), and bound antibodies were detected by using AlexaFluor 488 or 594-labelled second antibodies as previously described previously [30, 31, 34]. Briefly, cell cultures growing at ALI were washed with PBS, fixed in cold methanol for 5 min at -20° C, washed with PBS, blocked with 1% BSA for 2 h. The cell cultures were incubated with a mixture of antibodies to occludin and E-cadherin at 4° C overnight, washed to remove the unbound antibodies. The bound antibodies were detected by AlexaFluor -labeled 488 antimouse IgG and AlexaFluor -labeled 488 antirabbit IgG. The cell cultures were counter stained with DAPI and subjected to confocal microscopy. The intensity of the occludin and E-cadherin staining was quantified using NIH ImageJ software.

### Histology

For histological evaluation, cell cultures were fixed in buffered formalin, embedded in paraffin, 5µ thick sections were deparaffinized and stained with hematoxylin and eosin (H and E) or periodic acid Schiff’s (PAS) reagent.

### Real-time PCR

cDNA was synthesized from total RNA (High-capacity first strand synthesis kit, Thermofisher Scientific) and subjected to real-time qPCR to determine the expression of *ELF5*, *ELF3, GRHL1, IVL*, *WNT5, ZO-3, HOXA1, HOXB2, VGLL1, IL-8, TGF-β and glyceraldehyde 3-phosphate dehydrogenase* (*GAPDH*) using gene-specific Taqman PCR assays (ThermoFisher Scientific). The expression level of each gene is presented as a fold change over the house-keeping gene, *GAPDH*.

### Statistical analysis

Data are presented as mean ± SD or median with range. Statistical significance was assessed by t test or Mann-Whitney test to compare two groups and ANOVA with Tukey post-hoc analysis or ANOVA on Ranks with Kruskal Wallace post-hoc test to compare three groups as appropriate. For clinical samples, due to high variability in the gene expression at baseline, we compared the gene expression at base line and after completion of treatment for each patient and the statistical significance was determined by Shaipiro-Wilk T test. A p-value of ≤ 0.05 was considered statistically significant.

## Results

### Quercetin improves airway epithelial regeneration from COPD basal cells

Polarization is an important early step during the regeneration of airway epithelium from airway basal cells. Previously, we have demonstrated that compared to normal, COPD BC cultured at ALI have lower TER [16]. Therefore, we examined whether quercetin increases TER in COPD BC. In the initial experiment we determined the optimal concentration of quercetin required for improving TER and the time required for polarization of cells by using BC from one COPD patient. 90% confluent monolayer of COPD BC was treated with 0.1, 1, or 5 µM quercetin or DMSO (vehicle) for 3 days, and cells were cultured at ALI without quercetin up to 10 days. The TER was measured at 4, 6, 8 and 10 days. Normal BC cultured similarly without any treatment were used as positive control. These cells showed maximum TER on day 8 which did not change at 10 days (Supplemental Fig. 1A). As observed previously [16], untreated COPD BC showed reduced TER compared to normal BC. Treatment with DMSO or 0.1 µM quercetin had no effect on TER of COPD BC. On the other hand, cells treated with 1 µM quercetin showed increase in TER that was almost equivalent to normal BC. COPD BC treated with 5 µM quercetin showed extensive cell death at 4 days and 6 days subsequently leading to loss of cells (Supplemental Fig. 1B) and therefore the TER was not measured. Based on these results, we choose to use quercetin at 1 µM and to measure TER after 8 days of culturing the cells at ALI in the subsequent experiments.

BC from COPD patients were cultured in transwells until they reached 90% confluency and then treated with 1 µM quercetin or DMSO for 3 consecutive days. The BC were then cultured at an ALI for up to 4 weeks without quercetin to promote polarization and differentiation into mucociliary phenotype. Cell polarization was determined by measuring TER 8 days after shifting the cells to an ALI and compared with the TER of normal BC. Compared to placebo, COPD BC treated with quercetin showed significantly higher TER and was comparable to TER of healthy non-smokers’ BC (Fig. 1A). Quercetin-treated COPD cells also showed increased localization of E-cadherin and occludin to the intercellular junctions compared to placebo-treated cells (Fig. 2A). Quantitation of fluorescence intensity indicated significant improvement in the expression of occludin and E-cadherin in COPD cell cultures treated with quercetin (Fig. 2B and C).

**Fig. 1:**
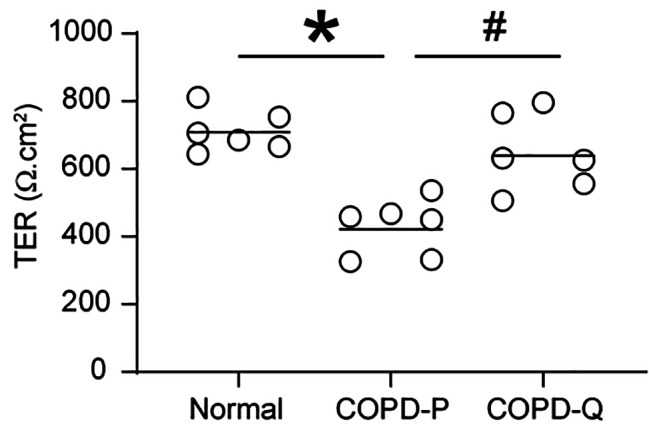
COPD BC treated with quercetin show improvement in developing intercellular junctions. A. 90% confluent monolayer of COPD BC treated with DMSO (COPD-P) or 1 µM quercetin (COPD-Q), and normal BC were cultured at air/liquid interface for 8 days. A. The TER was measured and the data was expressed as range with median (*n* = 6 (BC obtained from 6 COPD and 6 healthy non-smokers), ANOVA on ranks with Kruskal Wallace post-hoc analysis, *p ≤ 0.05, different from normal; # *p* ≤ 0.05, different from COPD-P).

**Fig. 2:**
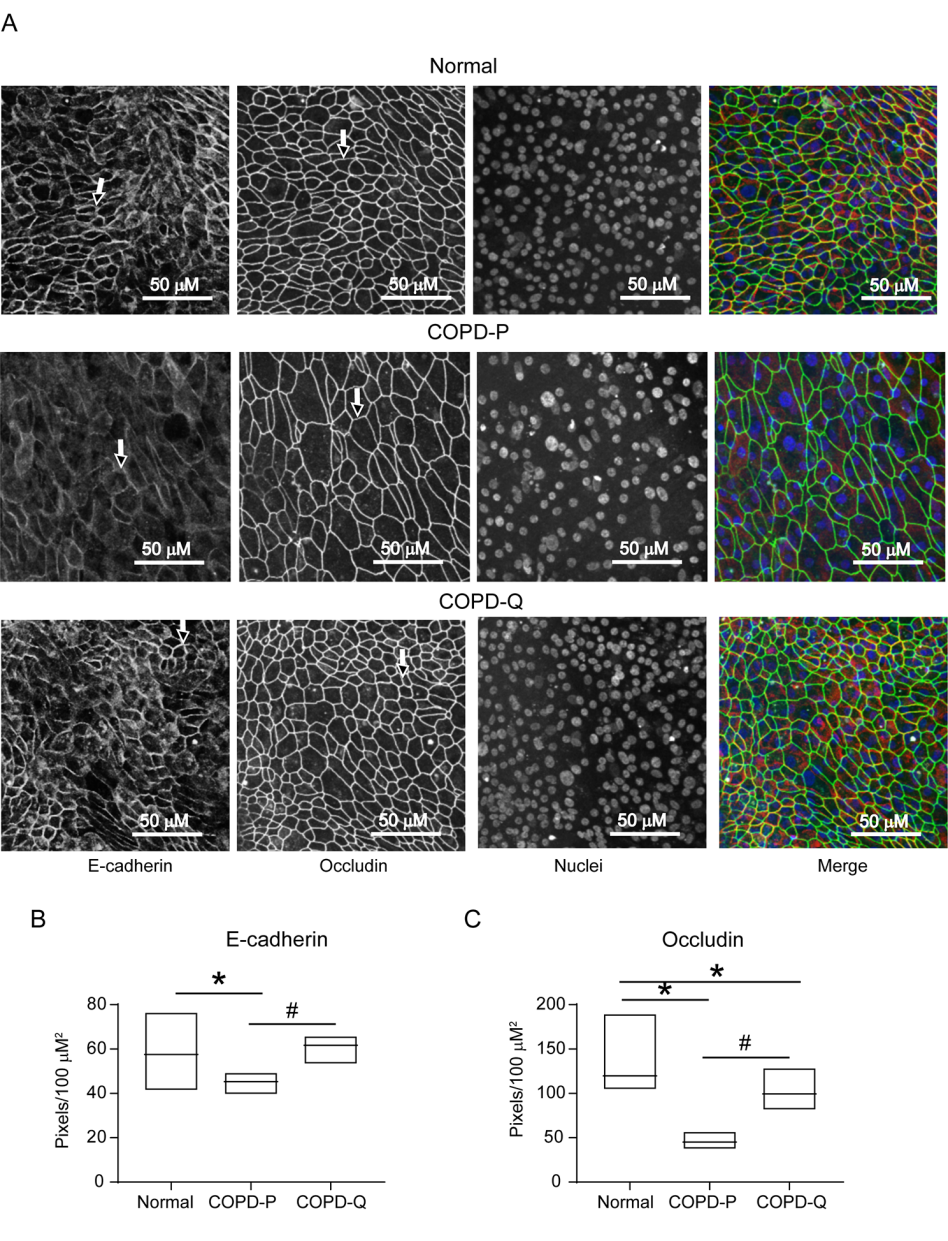
Quercetin improves expression and localization of occludin and E-cadherin to intercellular junctions in COPD cell cultures. COPD and normal cell cultures (6 subjects in each group) were cultured at air/liquid interface for 8 days as described in Fig. 1. Cultures were fixed in cold methanol, blocked with BSA and incubated with antibody to occludin and E-cadherin and the bound antibodies were detected by antimouse IgG conjugated with AlexaFluor 488 (occludin) and antirabbit IgG conjugated with AlexaFluor 594 (E-cadherin). The nuclei were counterstained with DAPI and the cells were imaged using confocal microscopy. A. Images are representative of cultures from 6 subjects. The arrows represent localization of occludin and E-cadherin. B and C. The fluorescence intensity of occludin and E-cadherin was measured as pixels from all 6 subjects and presented as median with range. (*n* = 6, ANOVA on ranks with Kruskal Wallace post-hoc analysis, *p ≤ 0.05, different from normal; # *p* ≤ 0.05, different from COPD-P).

Differentiated cell cultures from quercetin-treated BC showed more ciliated cells (arrows in Fig. 3A) and fewer PAS positive goblet cells (arrowheads in Fig. 3B) by histology. Flow cytometric analysis demonstrate that compared to normal, COPD cultures treated with placebo show less ciliated cells and more goblet and basal cells. Compared to placebo, quercetin treated COPD cell cultures show significant increase in the number of ciliated cells and decrease in goblet and basal cells (Supplemental Fig. 2 and Table 1). These results indicate that quercetin may improve airway epithelial cell polarization and differentiation.

**Fig. 3:**
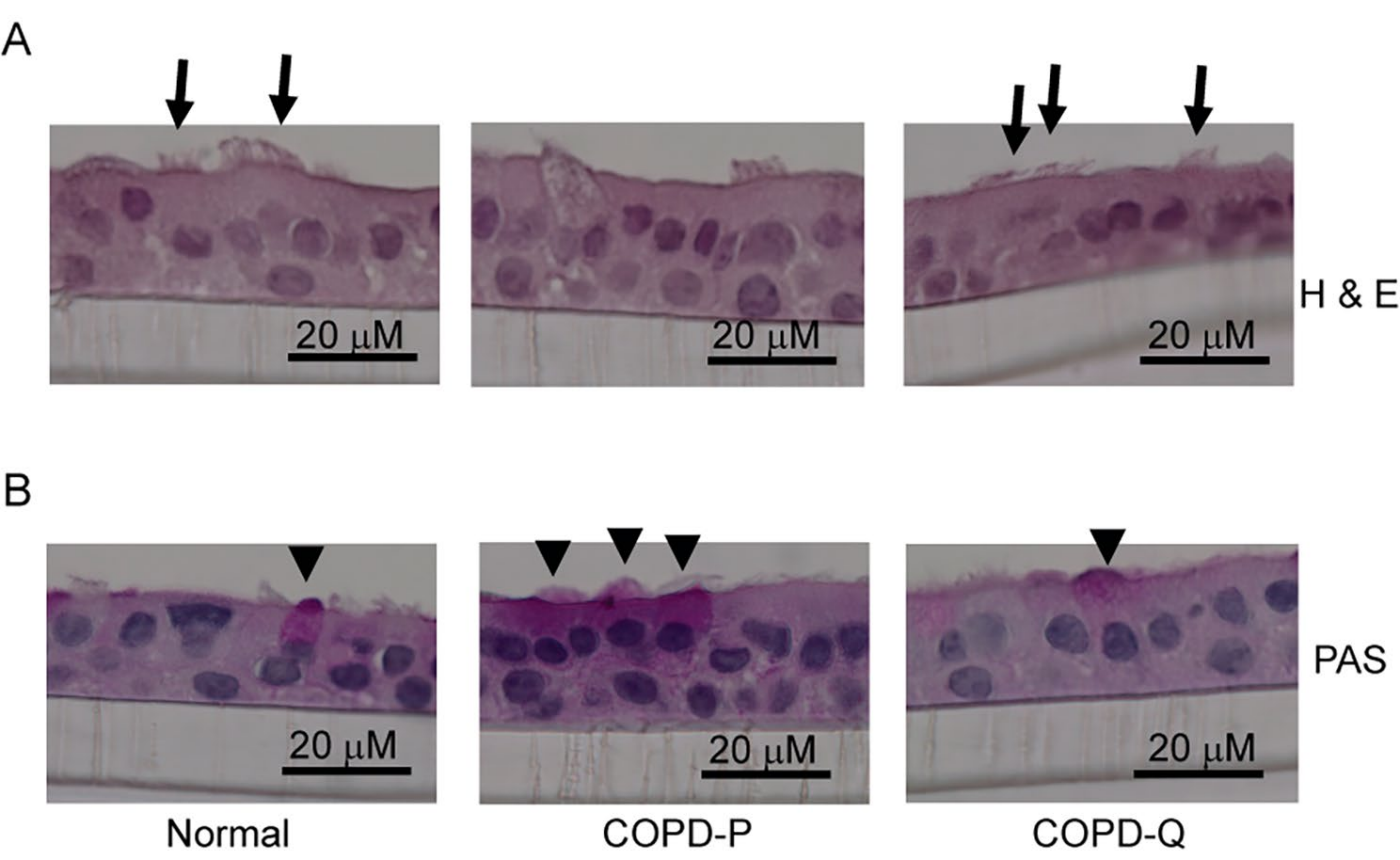
Quercetin treatment improves differentiation of COPD BC. 90% confluent monolayer of COPD BC treated with DMSO (COPD-P) or quercetin (COPD-Q), and normal BC were cultured at air/liquid interface for 4 weeks. The cultures were fixed in 10% buffered formalin, embedded in paraffin. Five-micron thick sections were deparaffinized and stained with H & E or PAS. The images are representative of cells obtained from 3 normal and 3 COPD subjects. The arrows in panel A represent ciliated cells and arrowheads in panel B represent PAS positive cells

**Table 1:** Quantitation of ciliated, goblet and basal cells in COPD cell cultures

Cell type	Normal	COPD-P	COPD-Q
Ciliated cells	44.98 ± 2.49^#^	26.49 ± 10.46*	34.53 ± 7.13^#^
Goblet cells	15.53 ± 2.84^#^	26.88 ± 6.93*	19.71 ± 4.36^#^
Basal cells	23.36 ± 2.86	33.00 ± 7.77*	28.46 ± 2.48

The data represent mean ± SD (*n* = 6 subjects in each group); *different from normal; #different from COPD-P

### Quercetin treatment reduces pro-inflammatory phenotype in COPD cell cultures

Mucociliary-differentiated COPD cell cultures produced higher than normal levels of IL-8 and IL-6 proteins as observed previously [12]. The differentiated airway epithelial cell cultures generated from quercetin-, but not placebo-treated COPD BC showed reduction in the levels of both IL-6 and IL-8 (Fig. 4).

**Fig. 4:**
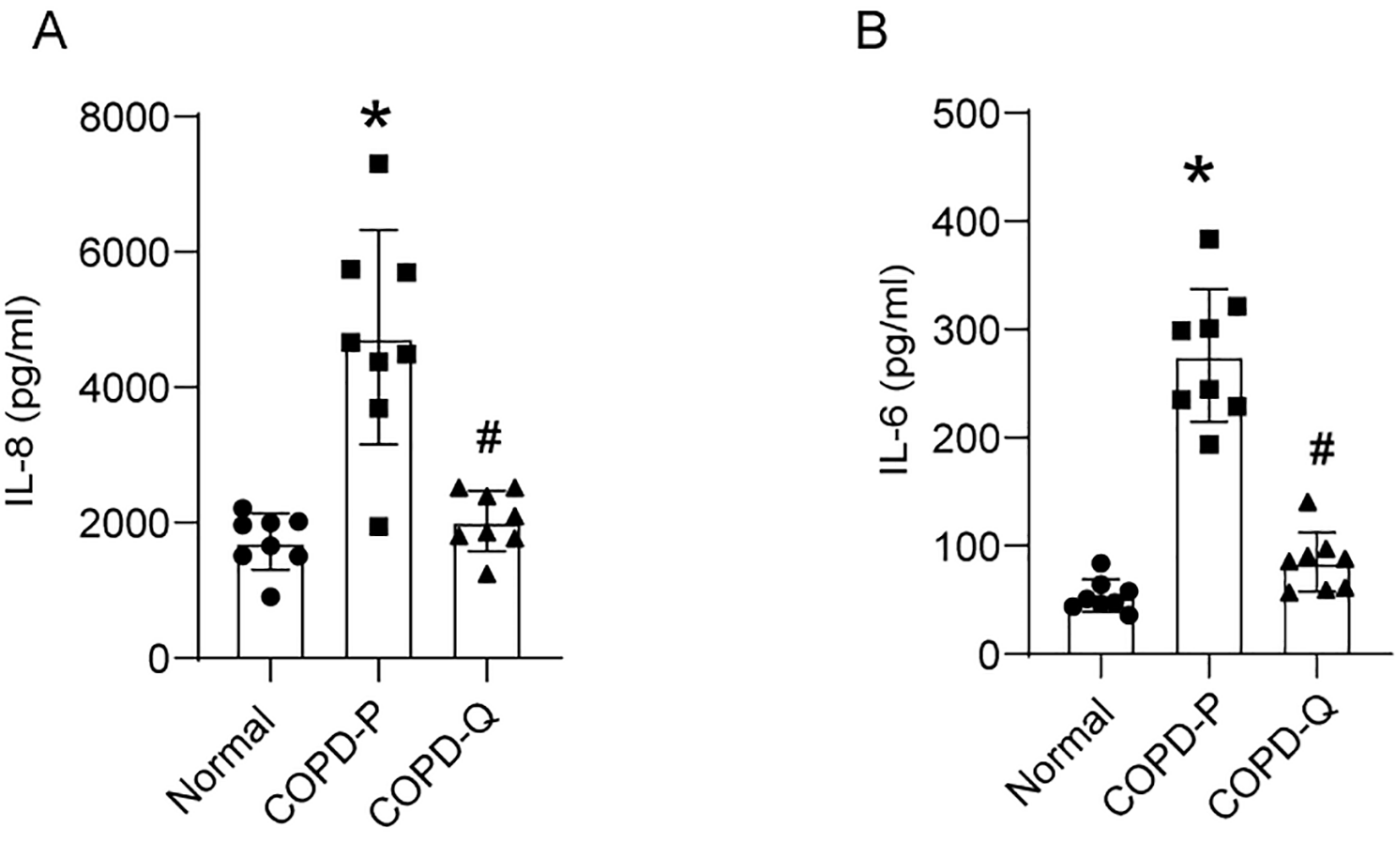
Mucociliary-differentiated cell cultures established from quercetin-treated COPD BC show attenuated levels IL-8 and IL-6. 90% confluent monolayer of COPD BC (obtained from 8 COPD subjects) treated with DMSO (COPD-P) or quercetin (COPD-Q), and normal basal cells (obtained from 8 healthy non-smokers) were cultured at air/liquid interface for 4 weeks. The transwells were transferred to new receiver plates containing fresh medium and incubated for 24 h. Basolateral medium was collected and levels of IL-8 and IL-6 were measured by ELISA. Data represent mean ± SD (*n* = 8, ANOVA with Tukey post-hoc analysis, *p ≤ 0.05, different from normal; # *p* ≤ 0.05, different from COPD-P).

### Quercetin treatment upregulates epithelial development and differentiation genes in COPD basal cells

To identify the biological pathways that are altered by quercetin in COPD BC, we conducted microarray analysis on placebo- and quercetin-treated COPD BC from 8 donors. 

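Microarray values of 16 samples were analysed: airway basal cells of 8 COPD donors, each with 1 array of DMSO-treated cells (placebo) and 1 array of cells treated with 1 µM quercetin for 3 days. Quercetin is a plant flavonoid. The sample labels give harvest after the treatment, from submerged cultures. They name another RNA kit than the methods and a biotin-labelled cRNA where the methods give biotinylated cDNA, and describe cells sorted on nerve growth factor receptor and grown until confluent, where the paper describes monolayers just short of confluence. The authors' values cover 53617 transcript clusters, and the submitters' processing notes name Transcriptome Analysis Console and RMA, a method that corrects for background, quantile-normalizes and summarises each cluster. The log2 scale is not written in any source and was taken from the range of the values. The array medians ran from 1.14 to 1.32 in the DMSO group, and the quercetin arrays had a median of 1.16. The highest median belonged to the DMSO array of donor 1, which also correlated least with its own group (mean r = 0.956). Clusters with 1 gene symbol were kept, 1 per gene (the brightest on average), which left 22395 genes. Quercetin was compared with DMSO by limma with the donor as a block, so that each donor served as its own control, and p-values were adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision. Data were simulated on the same genes with 200 of them changed. There the fit recovered 86% of genes changed by 1 on the log2 scale and 13% of those changed by 0.5. In the real data 4627 genes passed an adjusted p of 0.05, which makes that threshold looser, so these shares do not carry over. No detection call comes with the values. A group mean below 4.41, the level of the 90th percentile of the clusters that were not named, was taken as too close to the background to fix the size of a change. The log2 fold change of such a gene is then given as a bound (at least a value, or that value or more, and the opposite for a decrease), with the arrays of the dimmer group raised to that level, and no size is given where the bound leaves none. Such a bound concerns the group means and carries no sampling error, so a confidence interval can reach to smaller changes. A p-value printed beside a bound tests the difference as measured. Gene lists chosen before the values were examined, but with the paper's results known, were tested with camera. A list is described by how many of its measured members passed an adjusted p of 0.05 over all genes.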

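Genes of squamous epithelium such as CNFN, TGM3 and CRNN were among the 10 largest measured increases with quercetin in COPD BC. The 10 largest that ran the same way in all 8 donors were in CEACAM7, CNFN, TGM3, FETUB, CRNN, MAL, ALOX12B, TMPRSS11B, CLDN17 and SLURP1. In all 10 the DMSO mean was too close to the background to order them by size. CNFN (cornifelin), a component of the cornified envelope, had a log2 value of 4.13 ± 1.08 (SD, n = 8) with DMSO and 10.81 ± 0.86 (SD, n = 8) with quercetin. This is a log2 fold change of 6.05 or more (adjusted p = 3.78e-06 from limma). TGM3, a transglutaminase that cross-links cornified envelope proteins, had a log2 fold change of at least 5.04 (adjusted p = 2.20e-05). The 10 largest measured decreases with the same direction in all 8 donors were in H2BC14, H1-1, GINS2, TNC, TMEM156, CLSPN, SPC24, IFI6, PEG10 and H2AC14, of which 8 had a quercetin mean as close to the background. H2BC14, a histone H2B gene whose probes can share signal with near-identical histone genes, had a log2 fold change of -3.35 (standard error 0.19, adjusted p = 6.35e-06), and GINS2, a subunit of the replicative helicase complex, one of at most -1.70 (adjusted p = 2.76e-05). At an unadjusted p under 0.05 and more than 2-fold, 644 genes were higher and 460 lower with quercetin, 1104 in all. The dimmer group lay below the background level in 397 of the 644 and 237 of the 460, so that their fold is not fixed. Of the 644 and 460, 533 and 381 changed the same way in all 8 donors. An adjusted p under 0.05 with no limit on the fold was passed by 2360 higher and 2267 lower genes, and with the 2-fold limit by 629 and 450. At an adjusted p under 0.05, 160 genes were by their measured values over 4-fold higher and 26 over 4-fold lower. When all 53617 transcript clusters were counted, named or not, 1032 were higher and 715 lower at the unadjusted thresholds.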

In a pairwise comparison (LIMMA) of placebo vs. quercetin, 1527 genes showed differential expression, 673 mapping to upregulated genes and 854 mapping to downregulated genes in quercetin-treated COPD cells (Supplemental Fig. 3 and Supplemental Table 3).

Gene ontology (GO) analysis of the upregulated genes in quercetin-treated COPD cells showed an overrepresentation of genes associated with epithelium and tissue development, and epithelial and epidermal differentiation (Table 2). 

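In quercetin-treated COPD cells, 43 of 61 measured genes of the cornified envelope and of epidermal differentiation were higher, 1 was lower and 17 did not pass the test (46 higher and 2 lower when adjusted over the list alone), and the median log2 fold change was 1.36 (1.199 with dim members at their bounds). KRTDAP, a keratinocyte differentiation-associated protein, had a log2 fold change of at least 3.10 (adjusted p = 3.78e-06), and the kallikrein proteases KLK12 and KLK11 had values of 3.52 or more and 2.30 (adjusted p = 1.13e-05 and 1.26e-05 from limma). The list passed camera (adjusted p = 2.84e-25, and 0.0782 with an estimated correlation), and 3 of its members are genes the study picked from these arrays, which are not independent evidence. The paper's ontology test had found cornification and keratinization genes over-represented on these same arrays. The list as a whole, and the related lists that follow, are therefore not independent evidence either. Its mean shift was above 0 in 8 of 8 donors, from 1.42 to 2.73. Among the 644 genes higher at the unadjusted thresholds, 40 belonged to this list, 22.8 times the number expected from its size (adjusted p = 1.03e-45, one-sided Fisher's exact test). That test takes genes as independent. The members moved together (estimated correlation of 0.22), so its p-value overstates the evidence.
Of 17 suprabasal and squamous keratins, 7 were higher, none was lower and 10 did not pass the test (9 higher and 0 lower when adjusted over the list alone). KRT10, the keratin of suprabasal epidermis, had a log2 fold change of 4.62 (standard error 0.42, adjusted p = 5.57e-05), and KRT4, a keratin of mucosal squamous epithelium, one of 3.52 (standard error 0.33, adjusted p = 6.75e-05). This list had a camera adjusted p of 3.24e-05 and an adjusted p = 0.175 with an estimated correlation. Of 13 desmosomal genes, 10 were higher and 2 lower (10 higher and 2 lower when adjusted over the list alone), at a camera adjusted p of 1.28e-04 and an adjusted p = 0.265 with an estimated correlation. DSG1, 1 of its members, was picked by the study from these arrays. DSC2 had a log2 fold change of 1.22 and JUP, which encodes plakoglobin, one of 0.61, whereas the list also holds DSG2 at -0.66. Of 28 epithelial transcription factors, 14 were higher, 3 were lower and 11 did not pass (14 higher and 3 lower when adjusted over the list alone). The list had a camera adjusted p of 0.00122 and an adjusted p = 0.265 with an estimated correlation, and 5 of its members were picked by the study from these arrays. PRDM1, a repressor active in terminal differentiation, was at 2.59 or more and HOPX at 0.57 or more. RORA was higher too (adjusted p = 1.30e-04), too close to the background in both groups for a size. The lower members included SPDEF, a regulator of goblet cells, at -0.38 or less. Of 28 genes of tight and adherens junctions, 10 were higher and 2 lower (15 higher and 2 lower when adjusted over the list alone), at a camera adjusted p of 0.00140 and an adjusted p = 0.135 with an estimated correlation, with NECTIN4 at 2.21 and EPCAM at -1.37. TJP3, 1 of the junction genes, was likewise picked by the study from these arrays. Of 18 lists that passed camera, 1 kept its call with an estimated correlation.

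**Figure D1:**
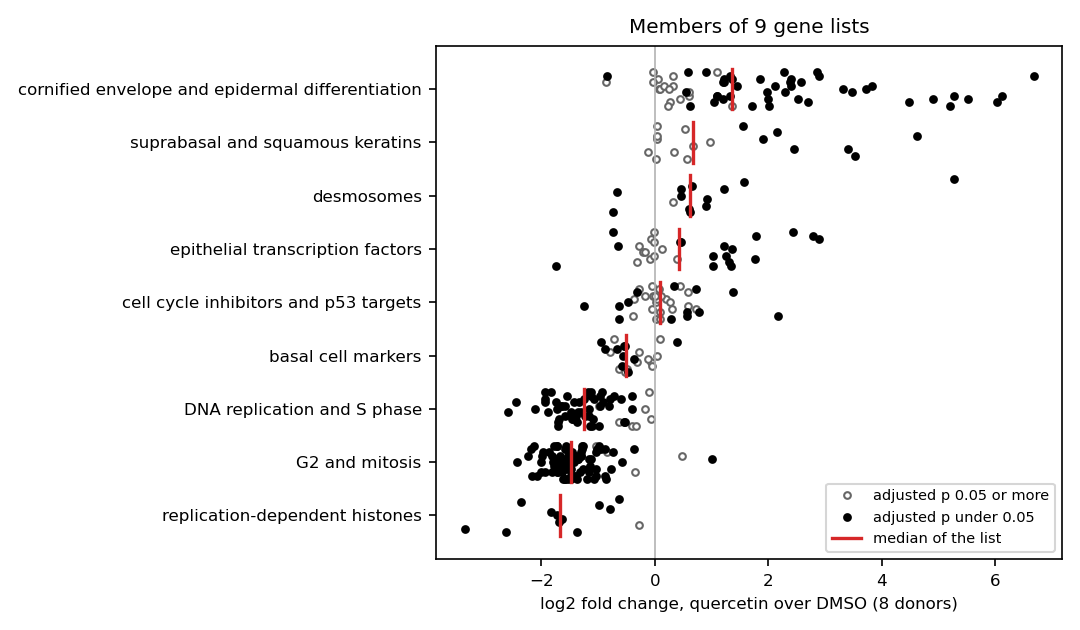
Measured log2 fold changes of the members of 9 gene lists in COPD basal cells, quercetin over DMSO, 8 donors, with 1 point per gene placed along the horizontal axis. Filled points had a limma adjusted p under 0.05, open points did not, and the red line is the median of the list, which is 1.36 for the cornified envelope list and -1.48 for G2 and mitosis.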

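The transcription factors ELF5, ELF3, GRHL1, GRHL3 and KLF4, which the study picked from these arrays, were each higher with quercetin. ELF5, an ETS factor, had a log2 fold change of at least 1.95 (adjusted p = 3.91e-04), and was higher in 8 of 8 donors. ELF3, another ETS factor, had a log2 fold change of at least 0.70 (adjusted p = 0.00795) and was higher in 7 of 8 donors. GRHL1 was at 1.79, GRHL3 at 1.31 and KLF4 at 1.35, with adjusted p-values of 2.11e-04, 0.00190 and 0.00447 from limma. DSG1, a desmosomal cadherin, was at 2.57 ± 1.97 (SD, n = 8) with DMSO and 7.83 ± 0.91 (SD, n = 8) with quercetin, a log2 fold change of at least 3.18 (adjusted p = 3.71e-05). S100A7, which encodes psoriasin, was at 1.28 or more. IVL (involucrin) and FLG (filaggrin), which are laid down in the cornified layer, were at 1.89 or more and 1.99. Among signalling genes, WNT5A had a log2 fold change of at least 0.75 (adjusted p = 3.78e-06), and BMP2 one of at least 1.15 (adjusted p = 0.00165). FRZB, a secreted Wnt antagonist, was higher in 8 of 8 donors (adjusted p = 1.94e-05), too close to the background in both groups for a size. UPK1A, a uroplakin, was at 0.41 or more and TJP3, the tight junction protein ZO-3, at 0.19 or more (adjusted p = 0.0148). Of 48 keratin genes measured, 7 were higher and none was lower at an adjusted p under 0.05. KRT18 and KRT19 fell short in this fit but passed as lower in some of the alternative fits. Among the 7, KRT78 was at 0.70 or more and KRT80 at 1.61 or more. All 14 genes named here other than keratins were also tested by an exact sign-flip permutation test over the 8 pairs, two-sided, with p from 0.0078, the smallest that 8 pairs allow, to 0.023 for TJP3. These genes were picked from these arrays by the study, so their direction on the arrays is not independent evidence. ELF3 and ELF5 had been reported as reduced in COPD BC in earlier work of the authors. By RT-qPCR, which was not analysed here, the paper reports increases with quercetin for ELF3, ELF5, GRHL1, WNT5A, FRZB and TJP3. Citing the literature on such genes, the paper proposes it as plausible that the induced developmental genes act in coordination.

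**Figure D2:**
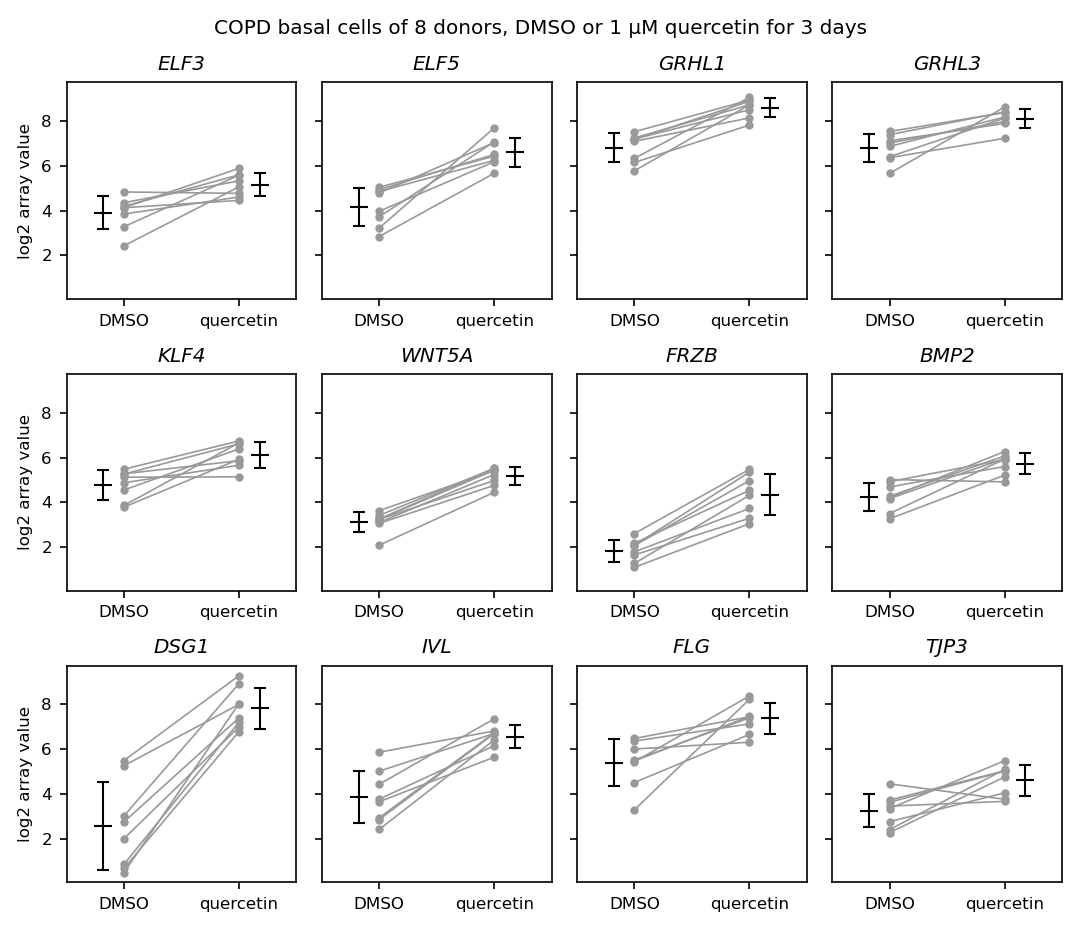
Log2 array values of 12 genes in COPD basal cells with DMSO or 1 µM quercetin for 3 days. Each grey line joins the 2 arrays of 1 donor, and the black marks beside them are the mean and SD of 8 donors. WNT5A was higher with quercetin in 8 of 8 donors and ELF3 in 7 of 8.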

Epithelial development and differentiation categories included genes encoding keratins, ELF3, ELF5, grainyhead like transcription factor (GRHL)1, GRHL3, Kruppel-like transcription factor (KLF) 4, desmoglein (DSG) 1, S100 calcium binding protein-A7 (S100-A7), bone morphogenetic protein 2, frizzled B, Wnt5A, uroplakin1A, filaggrin (FLA), involucrin and tight junction protein ZO3 (TJP3). GO analysis of down regulated genes by quercetin showed over representation of genes associated with cell cycle inhibition (Supplemental Table 4).

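Most measured genes of 2 cell cycle lists were lower in quercetin-treated COPD cells. Of 60 measured genes of DNA replication and S phase, none was higher, 53 were lower and 7 did not pass the test (57 lower when adjusted over the list alone), with a median log2 fold change of -1.24 (-1.08 with dim members at their bounds). RRM2, a subunit of ribonucleotide reductase, had a log2 fold change of -1.88 (standard error 0.10, adjusted p = 5.94e-06), and POLA1, the catalytic subunit of DNA polymerase alpha, one of -1.59 (standard error 0.087, adjusted p = 6.15e-06). The exonuclease EXO1 was at -1.88 or less and DTL at -1.83. Of 95 genes of G2 and mitosis, 1 was higher, 90 were lower and 4 did not pass (1 higher and 93 lower when adjusted over the list alone), with a median of -1.48 (-1.30 with dim members at their bounds). ESCO2, a cohesin acetyltransferase, had a log2 fold change of at most -1.12 (adjusted p = 5.94e-06), and LMNB1, which encodes lamin B1, one of -2.22 (standard error 0.14, adjusted p = 8.09e-06). MYBL2, a transcription factor of the cell cycle, was at -1.69. S phase genes shifted down in 8 of 8 donors, from -1.48 to -0.86, and G2 and mitosis genes in 8 of 8, from -2.26 to -0.47. The S phase list passed camera with an adjusted p of 1.30e-38 and also with an estimated correlation (adjusted p = 0.0471 with an estimated correlation). G2 and mitosis passed with 3.42e-39 and had an adjusted p = 0.181 with an estimated correlation. Among the 460 genes lower at the unadjusted thresholds, 81 belonged to G2 and mitosis and 40 to S phase, 41.5 and 32.5 times the expected numbers (adjusted p = 1.43e-122 and 5.51e-52, one-sided Fisher's exact test). This test takes genes as independent. Members of these lists moved together (estimated correlations of 0.69 and 0.17), so its p-values overstate the evidence. The paper's gene ontology test was not repeated, since no ontology annotation was used here. The paper had already reported lower cell cycle genes from these arrays, so these 2 lists are not independent evidence of that.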

**Table 2:** Top 10 enriched Biological Process terms for upregulated genes in COPD-Q group

Gene Set	Description	Size	Expect	Ratio	*P* Value	FDR
GO:0008544	Epidermis development	437	11.456	4.2774	< 2.2e-16	< 2.2e-16
GO:0070268	Cornification	106	2.7787	9.3569	< 2.2e-16	< 2.2e-16
GO:0043588	Skin development	390	10.224	4.3038	2.2204e-16	6.6251e-13
GO:0030216	Keratinocyte differentiation	280	7.3400	5.0409	4.4409e-16	9.9376e-13
GO:0009913	Epidermal cell differentiation	331	8.6769	4.6100	5.5511e-16	9.9376e-13
GO:0031424	Keratinization	210	5.5050	5.6313	4.8850e-15	7.2876e-12
GO:0030855	Epithelial cell differentiation	712	18.664	3.0539	3.9524e-14	5.0540e-11
GO:0060429	Epithelium development	1166	30.566	2.2247	2.9774e-10	2.9612e-7
GO:0009888	Tissue development	1839	48.208	1.9084	4.7829e-10	4.2812e-7

### Validation of upregulated genes by quercetin in COPD cells

RT-qPCR was conducted to validate the results of microarray analysis. We measured the expression of a few of the upregulated genes involved in epithelial cell development and differentiation by Taqman probe-based PCR. Compared to normal, COPD airway basal cells showed significant reduction in the expression of ELF3, ELF5, GRHL1, WNT5A, Frizzled B and tight junction protein ZO3 (TJP3) (Fig. 5A and F). Treatment with quercetin, but not placebo increased the expression of these genes in COPD airway basal cells. We also measured the expression of HOXA1, HOXB2, VGLL1 which we had demonstrated previously to be reduced in COPD compared to normal BC (Fig. 5G and I). We compared the COPD-BC treated with placebo, COPD BC treated with quercetin and normal BC to examine whether COPD BC treated with quercetin show gene expression similar to that observed in normal BC. Compared to placebo, quercetin-treated cells showed increased expression of HOXB2, but not HOXA1 and VGLL1.

**Fig. 5:**
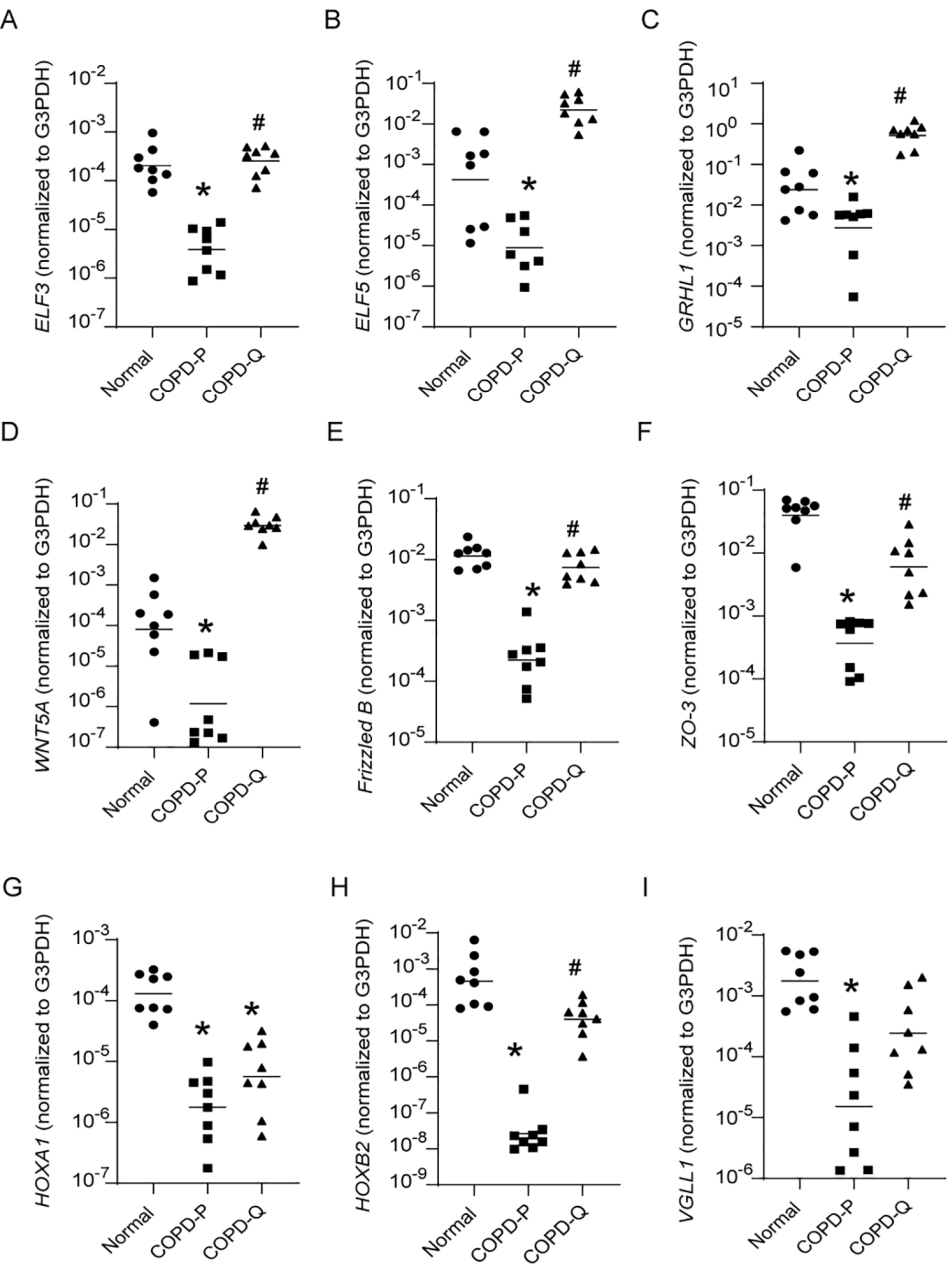
Quercetin treatment enhances expression of developmental genes. Total RNA was isolated from 90% confluent monolayer of COPD BC (obtained from 8 COPD patients) treated with DMSO (COPD-P) or quercetin (COPD-Q), and normal BC (obtained from 8 healthy non-smokers). cDNA was synthesized and mRNA expression of developmental genes, ZO-3 and G3PDH was determined by qPCR. The data was expressed as fold change over G3PDH and presented as range with median (*n* = 8, ANOVA on ranks with Kruskal Wallace post-hoc analysis, *p ≤ 0.05, different from normal; # *p* ≤ 0.05, different from COPD-P).

### Bronchial brushings from COPD patients treated with quercetin show increased expression of genes involved in epithelial cell development and differentiation

Recently, we completed a small placebo-controlled clinical trial with quercetin in COPD patients. In this clinical trial, we had 4 patients treated with placebo and 7 with 2000 mg/day quercetin for 6 months. There was no significant difference in the age, FEV1% predicted and FEV1/FVC at baseline between placebo and quercetin groups (Supplemental Table 2). Plasma quercetin levels at baseline ranged between 0.33 and 0.63 µM with an average of 0.467 ± 0.104 µM with no significant difference between placebo and quercetin-treated patients. Patients in both groups showed 70 to 100% compliance. Quercetin, but not placebo-treated patients showed 1.4 to 4.9 folds increase in plasma quercetin levels over their respective baseline at the end of treatment period. FEV1% predicted did not change significantly in either placebo or quercetin group. From this clinical trial, we had access to bronchial brushings collected at baseline and at the end of treatment. Total RNA was isolated from the bronchial brushings and analyzed for the expression of HOXA1, HOXB2, VGLL1, ELF3, ELF5, GRHL1, and WNT5A, and also markers of different cell types of airway epithelium, such as TP63 (basal cell marker), FOXJ1 (ciliated cell marker), and MUC5B and MUC5AC (goblet cell markers). Out of these genes, the expression of only HOXB2 and ELF3 showed a significant increase in quercetin-, but not in placebo-treated patients (Fig. 6). Three out of 7 quercetin-treated patients also showed an increase in HOXA1 and VGLL1 expression. There was no alteration in the expression of mucin genes or basal cell marker TP63 in both placebo- and quercetin-treated patients (Fig. 7A and C). The expression of FOXJ1 increased in 4 out of 7 quercetin-treated patients and one out of 4 placebo-treated patients (Fig. 7D).

**Fig. 6:**
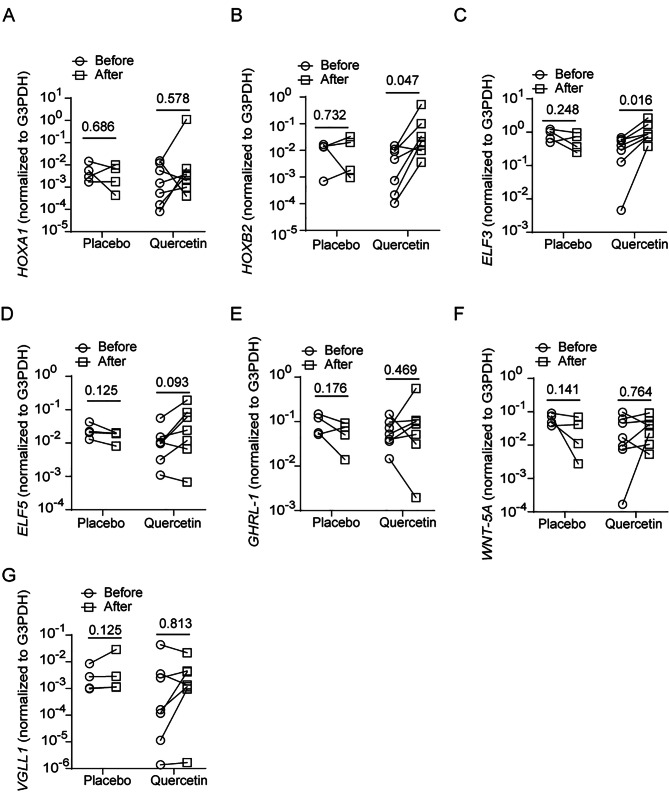
COPD patients treated with quercetin show increased expression of HOXB2 and ELF3. COPD patients were treated with placebo (4 patients) or quercetin (7 patients) for 6 months. Total RNA isolated from bronchial brushings obtained before and after completion of treatment was subjected RT-qPCR with gene-specific Taqman assays. The data was expressed as fold increase over G3PDH and represents intra-comparison of gene expression before and after treatment with placebo or quercetin (#*p* ≤ 0.05, different from sham, paired Shipiro-Wilk T test)

**Fig. 7:**
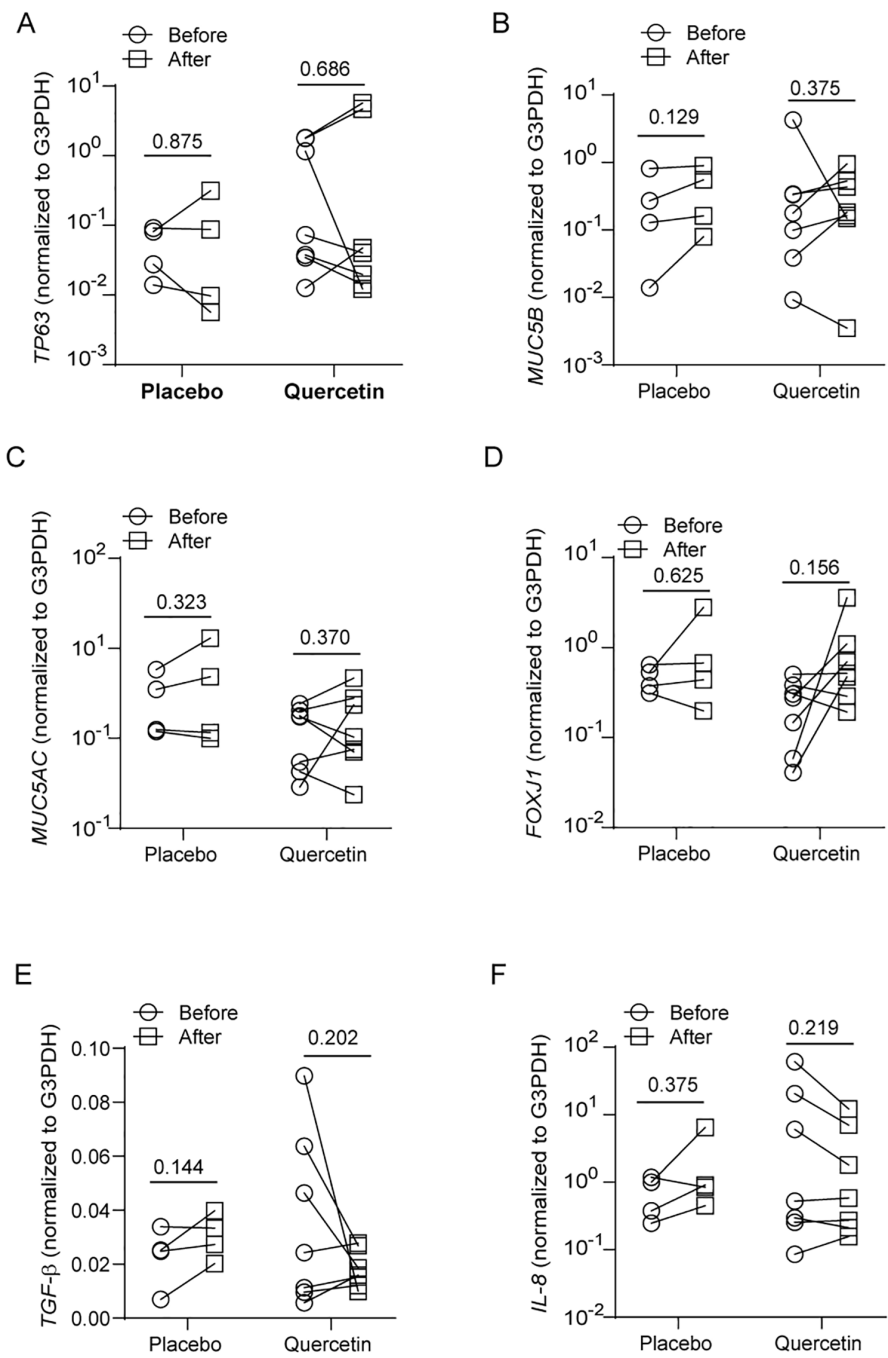
Effect of quercetin on the markers of different cell types and cytokines. COPD patients were treated with placebo (4 patients) or quercetin (7 patients) for 6 months. Total RNA isolated from bronchial brushings obtained before and after completion of treatment was subjected RT-qPCR using Taqman probe-based PCR assays. The data was expressed as fold increase over G3PDH and represents intra-comparison of gene expression before and after treatment with placebo or quercetin. Statistical significance was analyzed by paired Shipiro-Wilk T test

Next, we examined the expression of TGF-β, which contributes to persistent epithelial to mesenchymal transition and abnormal repair in COPD [14], and the expression of pro-inflammatory cytokines, IL-6 and IL-8. Placebo-treated patients showed no alteration in the expression of either TGF-β or IL-8. IL-6 was below the detection limit in both placebo-and quercetin-treated patients. Interestingly, 3 out of 7 quercetin-treated patients showed a reduction in the mRNA expression of TGF-β and IL-8 (Fig. 7E and F). Together, these results indicate that quercetin may promote normal repair/regeneration of airway epithelium in COPD by inducing the expression of developmental genes.

## Discussion

The present study shows that treatment of COPD BC with quercetin corrects defects in airway epithelial regeneration and this was associated with upregulation in the expression of several developmental genes that may participate in epidermal and epithelial differentiation. Interestingly, we also show that two of the developmental genes, HOXB2 and ELF3 which increased in COPD BC after treatment with quercetin in vitro, were also significantly increased in the bronchial brushings of COPD patients treated with 2000 mg/day quercetin for 6 months.

Human BC from tracheobronchial tissue regenerate epithelium that resembles airway epithelium in vivo. The BC express several developmental genes including ELF3, ELF5, WNT5A, NOTCH1-4, GRHL1, GRHL2 and VGLL1. Out of these genes, WNT, NOTCH, GRHL2 and ELF3 have been demonstrated to play a role in bronchial epithelial regeneration and maintaining homeostasis [35–38]. COPD BC regenerate abnormal airway epithelium showing goblet cell hyperplasia and pro-inflammatory type [12, 39]. This was associated with reduced expression of several of these developmental genes and also previously unidentified developmental genes HOXA1 and HOXB2 [16]. In the present study, we found that treatment of COPD BC with 1µM quercetin for 3 days significantly increases the expression of developmental genes including HOXB2, ELF3, ELF5, GRHL1, GRHL2, and WNT5A in these cells and this was associated with improved polarization and differentiation.

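On the arrays of COPD BC treated for 3 days, GRHL2 had a log2 value of 7.19 ± 0.24 (SD, n = 8) with DMSO and 7.32 ± 0.28 (SD, n = 8) with 1 µM quercetin. The log2 fold change was 0.13 (standard error 0.11, adjusted p = 0.499), and 4 of 8 donors had a higher value with quercetin. HOXB2, a homeobox transcription factor, had a measured log2 difference of -0.20 (standard error 0.11, adjusted p = 0.233) and was higher in 2 of 8 donors. Its mean of 1.46 over the 16 arrays lay at the 69.9th percentile of the transcript clusters that were not named, close to the background of the array. The exact sign-flip permutation test over the 8 pairs gave p = 0.297 for GRHL2 and p = 0.0859 for HOXB2, two-sided. The paper's results report the increase of HOXB2 in these cells by RT-qPCR, which was not analysed here.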

Previously, we have shown that knockdown of HOXB2 contributes to polarization of airway epithelial cells [16]. Previous research demonstrates that knockdown of ELF3 resulted in delayed repair of bronchiolar epithelium following injury in mice and also a reduction in the expression of TGF-β type II receptor, which is involved in epithelial cell differentiation indicating ELF3 may be required for both airway basal cell proliferation and differentiation [35]. Genetic inhibition of GRHL2 in airway epithelial cells reduced the expression of E-cadherin and claudin 4. Therefore, it is possible that GRHL2 may play a role in the development of tight junctions [40]. Canonical activation of WNT/β-catenin signaling not only maintains the stemness of the basal cells during the proliferation of BC but also cilia formation in multiciliated cells during differentiation [37]. Based on this literature, it is reasonable to presume that several developmental genes function in a coordinated fashion to regenerate airway epithelium. Therefore, it is plausible that quercetin-induced expression of several developmental genes may function in coordinated fashion to improve airway epithelial regeneration in COPD BC. The mechanism by which quercetin alters gene expression in COPD BC is not known at present. But given the capacity of quercetin to modulate epigenetic changes [41], we speculate that quercetin may alter the expression of developmental genes by erasing the acquired epigenetic changes in COPD BC, which will be explored in the future.

Interestingly, we also noted negative regulation of genes that are associated with cell cycle and proliferation in quercetin-treated COPD BC. 

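Genes that restrain the cell cycle went both ways. Of 35 measured cell cycle inhibitors and p53 targets, 8 were higher, 5 were lower and 22 did not pass the test (9 higher and 7 lower when adjusted over the list alone). CDKN2B, the CDK4 and CDK6 inhibitor p15, had a log2 fold change of 2.16 (standard error 0.18, adjusted p = 3.27e-05), and TP53INP1, a p53-inducible gene, one of 1.39 (standard error 0.13, adjusted p = 6.86e-05). RBL1, the pocket protein p107, had a log2 fold change of -1.25 (standard error 0.093, adjusted p = 1.93e-05), and FAS one of -0.62 (standard error 0.075, adjusted p = 2.54e-04). The list did not pass camera (adjusted p = 0.198) and passed fry, which tests whether members move on balance one way, with an adjusted p of 0.0290. Replication-dependent histone genes, whose transcripts accumulate in S phase, were lower in 11 of 12 measured (11 lower when adjusted over the list alone), with a median of -1.66 and of 0 with dim members at their bounds (camera adjusted p = 2.64e-12; adjusted p = 0.0782 with an estimated correlation). H1-1 and H1-5 were at -0.61 or less and -1.82. Histone genes of this class are near-identical in sequence, so their probes can share signal. Of 22 basal cell markers, 1 was higher, 9 were lower and 12 did not pass (1 higher and 13 lower when adjusted over the list alone). This list had a camera adjusted p of 1.67e-04 and an adjusted p = 0.265 with an estimated correlation, with CAV1 at -0.87 and the integrins ITGB4 and ITGB1 at -0.67 and -0.48. Its keratins KRT5, KRT14 and KRT15 were at -0.27, -0.069 and 0.091 and did not pass.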

Inhibition of cell cycle and proliferation may be necessary during the repair process after the cells reach confluency (which represent wound closure following injury) to promote polarization and differentiation. If the proliferation of BC continues after the wound closure, it can lead to basal cell hyperplasia, which is often observed in patients with COPD [10]. In addition, it may also lead to persistent EMT and abnormal differentiation resulting in goblet cell and squamous metaplasia. Based on these observations, quercetin-promoted normal airway epithelial regeneration may depend on both increased expression of developmental genes and inhibition of cell cycle genes after the cells reach 90 to 100% confluency.

Intriguingly, we observed that treatment with quercetin, but not placebo for 6 months significantly upregulated the expression of HOXB2 and ELF3 in the bronchial epithelial cells of COPD patients. We did not observe significant changes in other developmental genes examined and this may be attributed to presence of other cell types such as ciliated cells, goblet cells in addition to BC in bronchial brushings. Some of the developmental genes may be specific to BC and presence of other cell types can mask the effects of quercetin. Since HOXB2 and ELF3 expression is increased both in vitro and in vivo, their role in airway epithelial repair/regeneration in COPD will be explored in the future.

Four out of 7 quercetin-treated patients also showed increased expression of ciliated cell marker, FOXJ1. Interestingly, three of these patients showed 65 to 80% and 60 to 90% reduction in the expression of TGF-β and IL-8 respectively. All these three patients are current smokers and show higher basal levels of TGF-β and IL-8. These results may indicate that active smokers may have increased expression of pro-inflammatory cytokines and less ciliated cells, which may be corrected by quercetin treatment. Previous research has shown that cigarette smoke enhances TGF-β expression, which drives epithelial to mesenchymal transition [14]. Sustained epithelial to mesenchymal transition impair regeneration of airway epithelium and enhance expression of pro-inflammatory cytokines [42]. HOXB2 which promotes polarization [43] and ELF3, which represses epithelial to mesenchymal transition and participates in bronchial epithelial repair respectively [35, 44] together may improve polarization and repair of bronchial epithelium in quercetin-treated COPD patients. This in turn may promote normal differentiation of cells subsequently reducing the expression of TGF-β and IL-8.

The plasma quercetin levels in COPD patients after treatment with quercetin for 6 months varied from one patient to another and was increased by 1.4 to 4.9 folds. This may be due to variable compliance or variability in absorption of quercetin. However, there was no correlation between plasma quercetin levels and gene expression. This may be because the plasma quercetin levels may not represent levels or distribution of quercetin in the lungs.

There are some limitations with this study. The COPD BC used for microarray analysis are from patients with end-stage disease undergoing lung transplantation, who have ceased smoking for at least six months prior to collection of the airway tissue. Therefore, we expect that BC from COPD patients with mild to moderate lung disease and active smokers may show variable changes in the expression of these developmental genes, which will be a subject for future investigation. Second, in the clinical trial there were very few patients in placebo and quercetin group. Third, we utilized bronchial brushings which will have a mixture of ciliated, goblet and basal cells along with other minor cell types of bronchial epithelium to determine the quercetin-induced expression of developmental genes due to the availability of limited sample. Four, we could not determine the level or distribution of quercetin in the lungs, which may be necessary to correlate the changes in the gene expression in bronchial brushings. Despite these limitations, we observed significant increases in HOXB2 and ELF3 in quercetin-treated patients, which were also increased in COPD BC treated with quercetin in vitro. There was also indication that current COPD smokers may have increased expression of pro-inflammatory cytokines, which may be reduced by quercetin treatment. A larger clinical trial with quercetin in COPD patients is necessary to confirm the findings of this small study and also to understand the effects of quercetin in-depth in COPD population.

In summary, our results suggest that quercetin may promote normal airway epithelium regeneration from COPD BC by modulating the expression of developmental genes, particularly, HOXB2 and ELF3. In the future studies, we will focus on the elucidating the mechanisms by which these two developmental genes coordinate to promote polarization and differentiation of airway epithelium in COPD.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All the data are available are presented in the manuscript. The microarray data has been deposited into public domain in Gene Expression Omnibus (GEO) with accession number GSE137557.

How the deposited data were processed for this re-analysis (not part of the article)

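Gene expression was measured on Human Gene 2.1 ST arrays in airway basal cells of 8 COPD donors, each with a DMSO array and an array of cells treated with 1 µM quercetin for 3 days, 16 arrays in all. The authors deposited log2 values, and the submitters' processing notes name RMA (background correction, quantile normalization and summary per transcript cluster) and Transcriptome Analysis Console; versions are not given in the sources used here. The log2 scale is not written in any source and was inferred from the values, which are not centred per gene. Scanner files were not used here.

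Of 53617 transcript clusters, 23871 had 1 gene symbol in the platform annotation, 1842 had several and 27904 were not named there. The symbols of the annotation can be old, and 22569 symbols were matched by gene ID to the RefSeq gene table of GRCh38.p14, which updated 90 of them. Clusters with several symbols or none were left out of the main test, and the cluster with the highest mean over the 16 arrays stood for each of the 22395 genes. No coordinates are given, since no source names the genome build of the annotation. Some genes named in the paper were not analysed here.

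The comparison of quercetin with DMSO was fitted on the deposited log2 values with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with the donor as a block. The labels give both treatments for the same donor, and the paper names a pairwise comparison without stating a donor term. After removal of the group means, the correlation between a donor's 2 arrays was -0.075 to 0.35 with a median of 0.17, against a median of -0.018 between arrays of different donors, and 5 of 8 pairs were above 0.1. With genes that differ between the sexes, 1 of 8 pairs did not match at 1 or more of the 5 genes checked; with the 4 genes that fall into 2 separate levels on these arrays, a rule set after the first count was seen, 0 of 8 pairs were mismatched. Genes were counted at the paper's thresholds, an unadjusted p under 0.05 and more than 2-fold, and at a Benjamini-Hochberg adjusted p under 0.05.

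Gene lists, 33 in all, and the rule for the genes named in the text were fixed before the data were examined. The paper's results on these arrays were known by then. The lists were tested with camera at a preset correlation of 0.01 in the same fit, with an estimated correlation and fry as alternatives. One-sided Fisher's exact tests counted list members among the called genes against all genes tested. They take genes as independent, so their p-values overstate the evidence where members move together. Exact sign-flip permutation tests used the 8 donor pairs, for which the smallest two-sided p is 0.0078.

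The rule took the genes the paper names, the 10 largest increases and the 10 largest decreases with an adjusted p under 0.05 and the same direction in all 8 donors, and up to 4 members with the smallest p of each list described. DSG2, SPDEF, KRT5, KRT14 and KRT15 were named after their values were seen. The values carry no detection call, and the background level below which only bounds are given was also set after values were seen. The bounds carry no sampling error.

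On simulated data with the same 22395 genes and 200 changed, the fit recovered 13%, 86% and 97.5% of genes changed by 0.5, 1 and 2 on the log2 scale, with 1, 10 and 10 false calls, and the direction was right in 100% of recovered genes. The alternatives were the fit without the donor block, an intensity trend or a robust prior in eBayes, array weights, median centring, cyclic loess, a filter on dim genes, the mean of a gene's transcript clusters, all transcript clusters, a 1.5-fold limit, the 2-fold limit with the adjusted p, the list tests named above, and each donor left out in turn.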

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

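The tests of array brightness and of the spread between donors were chosen after the result was seen; the splits of the samples and a test on dim clusters were not, but the latter was judged void after its value was seen.

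Arrays and donors were compared within each group of 8 on 92 measures, and 12 had a highest or lowest value set apart from the others by Dixon's ratio, where chance gives about 1 in 20, or 4.6. The DMSO array of donor 1 had the highest median (1.32), the lowest upper quartile (3.27) and the lowest mean correlation with its own group (0.956). In donor 1, the difference of CLDN17 was the lowest of the 8 (2.39, the others from 5.44 to 6.75), and the shifts of the Wnt list (0.19) and of chromatin enzymes (0.40) and the difference of NOTCH4 (0.48) were the highest. In donor 7, the shift of suprabasal keratins (2.56) and the differences of GRHL2 (0.83), GRHL3 (2.97), NOTCH1 (0.78) and NOTCH3 (2.72) were the highest.

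Gene groups that the paper does not discuss for these arrays also moved past both camera and fry. Antimicrobial and S100 genes, among them S100A7, which the paper names, were 10 higher and 0 lower of 15 (10 and 1 when adjusted over the list alone), median log2 fold change 1.57 (1.18 with dim members at their bounds), camera adjusted p = 7.54e-07, and adjusted p = 0.127 with an estimated correlation. Skin barrier lipid genes were 12 higher and 0 lower of 20 (16 and 1 when adjusted over the list alone), median log2 fold change 0.71 (0.20 with dim members at their bounds), camera adjusted p = 7.13e-09, and adjusted p = 0.0782 with an estimated correlation. Genes of the unfolded protein response were 9 higher and 2 lower of 21 (11 and 3 when adjusted over the list alone), median log2 fold change 0.61 (0.24 with dim members at their bounds), camera adjusted p = 0.00140, and adjusted p = 0.421 with an estimated correlation. EGFR ligands and immediate early genes were 9 higher and 1 lower of 25 (11 and 3 when adjusted over the list alone), median log2 fold change 0.21 (0.042 with dim members at their bounds), camera adjusted p = 0.0128, and adjusted p = 0.268 with an estimated correlation, and the call ended with the filter on dim genes (adjusted p = 0.0599). Interferon-stimulated genes were 3 higher and 10 lower of 36 (3 and 15 when adjusted over the list alone), median log2 fold change -0.26 (0 with dim members at their bounds), camera adjusted p = 0.00210, and adjusted p = 0.181 with an estimated correlation, and the call ended with the filter on dim genes (adjusted p = 0.0565). Cytosolic ribosomal proteins were 1 higher and 5 lower of 25 (1 and 5 when adjusted over the list alone), median log2 fold change -0.14 (-0.14 with dim members at their bounds), camera adjusted p = 0.0114, and adjusted p = 0.522 with an estimated correlation. Basal cell markers had a median of -0.51 (-0.42 with dim members at their bounds; adjusted p = 0.265 with an estimated correlation), and replication-dependent histones one of -1.66 (0 with dim members at their bounds; adjusted p = 0.0782 with an estimated correlation).

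With quercetin, 43 of 61 cornified envelope genes were higher, and 53 of 60 S phase and 90 of 95 G2 and mitosis genes lower (adjusted p = 0.0782, 0.0471 and 0.181 with an estimated correlation). Chance is unlikely to account for the number of genes. Among 60 splits that turned treatments within pairs, the real split included, the real split had the most genes at the paper's thresholds (1104, highest other 719). It also had the most at an adjusted p under 0.05 (4627, highest other 1179). With 60 splits drawn, a share of 1 in 60 is the smallest that could be seen. The highest other turned 1 pair, and 40 further splits that kept some pairs whole reached 464 and 0. In the normalized values, a change that follows brightness on the array does not account for the shifts of these lists. Against 10000 random lists of the same brightness, the median of the cornified envelope list lay at percentile 100 and the medians of S phase and of G2 and mitosis at percentile 0. A hybridization or scan difference that acts alike on genes of the same brightness was judged from the same medians, so this is not a separate test. The smallest of the 3 list medians was 4.44 times the largest size of any random list's median, more than such a difference left in the normalized values accounts for. The values had been quantile-normalized, which tends to keep the medians of random lists near 0, so neither result speaks of differences before normalization. The test on dim clusters set beforehand (4.49% with an unadjusted p under 0.05) decides nothing, because these clusters lie near the floor. Unequal confluence of the cultures and a difference that acts by probe sequence were not tested and stay open beside an effect of quercetin.

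The shift of NRF2 antioxidant targets (camera adjusted p = 0.00856; adjusted p = 0.522 with an estimated correlation, 0.101 with fry, 0.0565 with the filter on dim genes and 0.0657 without donor 1) differed between donors, from -0.22 to 1.08, and its members went both ways: 10 were higher and 2 lower of 28 (12 and 3 when adjusted over the list alone), with HMOX1, which degrades heme, higher in 8 of 8 donors (adjusted p = 2.43e-04) and GSR, glutathione reductase, lower in 8 of 8 (-0.86, adjusted p = 0.00152). Its SD over donors, 0.475, lay at percentile 100 of 10000 random lists of the same size and brightness (highest 0.337), but 5 other gene lists had a higher SD, so chance spread of genes regulated together stays open. The lowest shifts were those of donors 4, 6 and 8 (-0.16, -0.22 and -0.049; the others 0.41 to 1.08), which were also the lowest for aryl hydrocarbon receptor targets, which share 1 gene (NQO1) with this list (-1.29, -0.91 and -0.94; -0.39 to 0.28) and G2 and mitosis (-1.89, -2.26 and -2.20; -1.34 to -0.47) but not for S phase (-1.24, -0.86 and -1.42; -1.48 to -1.11), lists set beside it after their values were seen and not tested for a shared grouping. The DMSO arrays varied less than the quercetin arrays (ratio of SDs 0.405), which argues against differences of this list between the DMSO arrays as the whole cause. It cannot decide whether the starting state of the cells shaped their response. Donor 6, with the highest DMSO mean (6.42), had the lowest shift, and donor 1, with the lowest (5.99), the highest. The shift subtracts the DMSO mean, which favours such a relation. Donors 4, 6 and 8 also had the highest DMSO means of G2 and mitosis (6.79, 6.78 and 6.78, the others 5.83 to 6.53). Without donor 1 the SD kept 0.871 of its size, which argues against its DMSO array as the whole cause. A batch is not given in the sources used here and stays open, and donors that differ in their response to quercetin may be a further explanation that was not tested.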

How the results depend on the processing

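Array number and signal over background limit these results. The 4 counts of genes stayed within 1.5 times the reported counts, without the donor block, with a trend, a robust prior or array weights in the fit, under both scalings, with the filter on dim genes, with the mean of clusters and with any donor left out; without donor 1 they were 641 higher and 540 lower at the paper's thresholds. Over all transcript clusters there were 1032 higher and 715 lower at the paper's thresholds, and with the 1.5-fold limit 1544 and 1365, as follows from counting more features or a lower limit. Without the replicate block, which ignores the pairing of the donors, 642 genes were higher and 455 lower at the paper's thresholds and 2327 and 2371 at an adjusted p under 0.05. The paired and unpaired fits differed in 1 list test, EMT and TGF-beta response 0.0945 (adjusted p) without the block. Among the genes with a value elsewhere in the text that were followed through the alternatives, only VGLL1 lost its call without the block (adjusted p = 0.0663). Only GAPDH gained 1 (adjusted p = 0.0462). KRT18, counted among the keratins, passed as lower without the block (-0.38, adjusted p = 0.0286), so that count changed. KRT18 also passed as lower with the filter on dim genes and without donor 6 (adjusted p = 0.0464 and 0.0126). KRT19 did so with the intensity trend, array weights, the filter on dim genes and without donor 4 (adjusted p = 0.0258, 0.0327, 0.0333 and 0.0305).

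The remaining changes are adjusted p-values unless stated, and the cause was not tested. With an estimated correlation 17 of 18 camera calls ended: paper's upregulated genes 0.0869, cornified envelope and epidermal differentiation 0.0782, suprabasal and squamous keratins 0.175, skin barrier lipid genes 0.0782, epithelial transcription factors 0.265, tight and adherens junctions 0.135, desmosomes 0.265, basal cell markers 0.265, G2 and mitosis 0.181, replication-dependent histones 0.0782, NRF2 antioxidant targets 0.522, antimicrobial and S100 alarmins 0.127, interferon-stimulated genes 0.181, EMT and TGF-beta response 0.522, EGFR ligands and immediate early genes 0.268, unfolded protein response 0.421, cytosolic ribosomal proteins 0.522. With fry, calls ended for NRF2 antioxidant targets 0.101, EMT and TGF-beta response 0.0930, calls were gained for goblet and secretory cell markers 0.0456, cell cycle inhibitors and p53 targets 0.0290, hypoxia and glycolysis 0.0290, chromatin and DNA methylation enzymes 0.00566, leukocyte markers 0.00566, and the direction turned for canonical Wnt pathway and targets 0.961, inflammatory cytokines and NF-kB targets 0.985. Of the goblet and leukocyte lists, 28 of 36 and 18 of 19 members had a dimmer group below the background level. With the filter on dim genes, which tests fewer genes, list calls ended for NRF2 antioxidant targets 0.0565, interferon-stimulated genes 0.0565, EMT and TGF-beta response 0.0565, EGFR ligands and immediate early genes 0.0599, the direction turned for inflammatory cytokines and NF-kB targets 0.866, and over-representation ended for tight and adherens junctions among genes higher 0.182, desmosomes among genes higher 0.328, NRF2 antioxidant targets among genes higher 0.0698, aryl hydrocarbon receptor targets among genes lower 0.112, interferon-stimulated genes among genes lower 0.0751, chromatin and DNA methylation enzymes among genes higher 0.0805. With the 1.5-fold limit over-representation was gained for basal cell markers among genes lower 0.0289, canonical Wnt pathway and targets among genes lower 0.0113, hypoxia and glycolysis among genes higher 4.98e-04, unfolded protein response among genes higher 2.71e-06. Cyclic loess turned ciliated cell markers 0.956.

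With each donor left out in turn, list tests that changed ran over NRF2 antioxidant targets 6.85e-04 to 0.0657, ciliated cell markers 0.591 to 0.856, EMT and TGF-beta response 0.0125 to 0.114, and over-representation over chromatin and DNA methylation enzymes among genes higher 0.00966 to 0.0618, aryl hydrocarbon receptor targets among genes lower 0.00319 to 0.0552, unfolded protein response among genes higher 0.00135 to 0.345, tight and adherens junctions among genes higher 0.0246 to 0.138. The correlations across donors ran over relation across donors with G2 and mitosis pearson -0.91 to -0.51, relation across donors with G2 and mitosis spearman -0.89 to -0.54, past the threshold without donor 7 only. The log2 fold changes of genes near 0 turned sign: MUC5AC -0.15 to 0.023, MUC5B -0.044 to 0.10, FOXJ1 -0.011 to 0.26, NOTCH4 -0.069 to 0.030, NOTCH1 -0.15 to 0.037 with a donor left out, MUC5AC 0.010 with array weights, NOTCH4 0.014 with median centring, and NOTCH1 0.0089 and NOTCH4 7.4e-06 with cyclic loess. None of these genes passed the test in the reported fit.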

Differences from the paper's values

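The paper reports 854 downregulated genes, and 460 were lower here at its stated thresholds. Of the alternatives set before the data were examined, counting all transcript clusters, named or not, gave 715, within 1.5 times the paper's count, and also gave 1032 higher, more than 1.5 times the paper's 673. No other alternative came within 1.5 times the paper's 854: the fit without the donor block gave 455, the intensity trend and the robust prior 460 each, array weights 469, median centring 444, cyclic loess 447, the filter on dim genes 444, the mean of a gene's clusters 455, the 2-fold limit with an adjusted p 450, the 1.5-fold limit, which is not the paper's, 1365, and the fits with a donor left out 408 to 540. The paper's total of 1527 and its 673 upregulated genes were within 1.5 times the 1104 and 644 found here. The paper gives more genes lower than higher, and more were higher here, as also over all transcript clusters (1032 higher, 715 lower).

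The discussion names GRHL2 and HOXB2 among the genes increased in these cells. For HOXB2 the paper's results report the increase by RT-qPCR, a measure other than the arrays that was not analysed here. The abstract also gives HOXB2 and ELF3 as increased in these cells below a limit on the false discovery rate, without naming the assay there. The array adjusted p-values from limma, 0.233 for HOXB2 and 0.00795 for ELF3, both lay above that limit. On the arrays GRHL2 had a log2 fold change of 0.13 (standard error 0.11, adjusted p = 0.499) and HOXB2, near the background in both groups, a measured log2 difference of -0.20 (standard error 0.11, adjusted p = 0.233), and none of the alternatives that gave a value called either of them higher. ELF3, ELF5, GRHL1 and WNT5A, named beside them, were higher here, with log2 fold changes of 0.70 or more, 1.95 or more, 1.79 and 0.75 or more. The paper states that its ontology test of the downregulated genes found genes of cell cycle inhibition over-represented. Among the 460 genes lower here, 1 of 35 measured cell cycle inhibitors and p53 targets was found (adjusted p = 0.974, one-sided Fisher's exact test), beside 81 of 95 genes of G2 and mitosis, and the discussion itself writes of lower cell cycle genes. The list used here is not the paper's ontology terms, and the genes called lower differ in number. This comparison therefore does not test the paper's statement.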

Other observations

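The tests of HOXB2 were chosen after its value was seen.

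Host defence genes were among those higher with quercetin. PGLYRP3, a peptidoglycan recognition protein, had a log2 fold change of at least 1.72 (adjusted p = 2.37e-05), PI3 (elafin) one of 3.83 (standard error 0.31, adjusted p = 3.15e-05) and SLPI, a secreted protease inhibitor, one of 1.66 (standard error 0.18, adjusted p = 1.52e-04); their list had an adjusted p = 0.127 with an estimated correlation. Among barrier lipid genes the lipoxygenase ALOXE3 was at 1.93 or more and ELOVL7, a fatty acid elongase, at 0.48 or more. Several interferon-stimulated genes were lower, with DDX60 at -1.04 or less and OAS3 at -0.90, and IFI44 without a size (adjusted p = 3.21e-04). Of 42 genes of the EMT and TGF-beta response, 1 was higher and 9 were lower (1 and 9 when adjusted over the list alone; camera adjusted p = 0.0358; adjusted p = 0.522 with an estimated correlation). The call of this list ended without donor 5 (adjusted p = 0.0849), donor 6 (0.0781) or donor 7 (0.114), without the donor block (0.0945), with the filter on dim genes (0.0565) and with fry (0.0930). Its members with the smallest p included THBS1 at -1.45 and TGFBR2 at -1.02. CYP1B1, an aryl hydrocarbon receptor target, was at -1.36 or less, JUN, an immediate early gene, at 1.55 and ASNS of the unfolded protein response at 1.15. CYP1A1 was lower and LRAT, FOSB and ATF3 were higher (adjusted p = 2.70e-04, 5.66e-05, 4.67e-05 and 3.50e-04), all too close to the background in both groups for a size. The genes the paper names as upregulated, taken with HOXB2 as a list of 15, had 14 higher (14 when adjusted over the list alone; camera adjusted p = 2.42e-12; adjusted p = 0.0869 with an estimated correlation); apart from HOXB2, they were picked by the study from these arrays and are not independent evidence. GRHL2, which the discussion also names as increased, was not in this list and did not pass (0.13, adjusted p = 0.499, higher in 4 of 8 donors).

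Lists that did not pass camera had adjusted p-values of 0.233 (simple epithelial keratins), 0.731 (ciliated cell markers), 0.125 (goblet and secretory cell markers), 0.249 (aryl hydrocarbon receptor targets), 0.490 (canonical Wnt pathway and targets), 0.236 (Notch pathway), 0.616 (inflammatory cytokines and NF-kB targets), 0.250 (cholesterol synthesis), 0.286 (hypoxia and glycolysis), 0.374 (heat shock proteins), 0.0910 (chromatin and DNA methylation enzymes), 0.632 (fibroblast and smooth muscle markers), 0.122 (leukocyte markers), 0.780 (endothelial markers). Most members of the cell type lists among them had a dimmer group below the background level. These were 34 of 35 ciliated, 28 of 36 goblet and secretory, 18 of 19 leukocyte, 13 of 14 fibroblast and smooth muscle and 10 of 10 endothelial markers. Tests of these lists therefore say little about the cell types. MUC5AC (-0.059), MUC5B (0.048), FOXJ1 (0.12), CXCL8 (-0.43), IL6 (-0.15), TGFB1 (-0.20), CDH1 (-0.24), NOTCH1 (-0.037), NOTCH3 (0.53), NOTCH4 (-4.3e-04) and GAPDH (-0.19) had measured log2 differences with an adjusted p of 0.05 or more, and all but TGFB1, CDH1, NOTCH1 and NOTCH3 lay near the background in both groups, although GAPDH passed without the donor block (adjusted p = 0.0462). GAPDH is the paper's RT-qPCR reference, yet its kept cluster had means of only 4.09 with DMSO and 3.90 with quercetin. A value near the background level therefore does not show that a gene's RNA is absent, and why GAPDH reads so low was not tested. NOTCH2 (0.67, adjusted p = 5.27e-04) and CLDN4 (adjusted p = 0.0112, too close to the background for a size) were higher and VGLL1 (-0.51 or less, adjusted p = 0.0104, 0.0663 without the donor block) was lower.

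Whether the differentiation and cell cycle shifts go together across the 8 donors was a planned test. The shift of the cornified envelope list was not shown to vary with that of S phase genes (Pearson's r = -0.35, Spearman's rho = -0.43, exact permutation p = 0.395 and 0.299, adjusted 0.395 for both over 4 values), and r was 0.16 without the 2 donors farthest from the median of the differentiation shift. With G2 and mitosis, r was -0.61 and rho -0.69 (exact permutation p = 0.112 and 0.0694, adjusted 0.224 for both), and r was -0.91 without the same 2 donors. Without donor 7, r was -0.91 and rho -0.89 (exact permutation, adjusted p = 0.0246 for both), so this call rests on whether 1 donor is counted.

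HOXB2 was not higher on the arrays. Its mean lay at percentile 69.9 among unnamed clusters, so signal near the background may explain why no increase is seen. The upper bound of the 95% interval of its measured log2 difference, 0.032, decides nothing about an increase of its RNA, since a difference so near the background is compressed, and spread between donors stays open. The RT-qPCR by which the paper reports an increase of HOXB2 in these cells was not analysed here.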
